A study of Homo sapiens with 2 samples.

How the data were processed

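Single-cell RNA sequencing was performed on 6 human breast cancer cell lines with a droplet-based 3′ kit in which each line carries its own lipid-anchored multiplexing oligo. Per the labels' protocols, the lines were stained with their oligos, mixed into 2 pools of 3 lines and loaded per pool. MDA-MB-231, MDA-MB-453 and BT-474 made up a pool, and the other held MDA-MB-436, Hs578T and HCC38. The series lists 2 samples, the gene expression library and the library of multiplexing oligos, and both are read from 1 matrix. With no repeated culture of any line and each line in 1 pool, there were no replicates, so no test across samples was possible and no p-value is given.

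The values analysed are raw UMI counts per feature and cell barcode, deposited by the authors as 1 matrix of 36601 genes and 12 oligos by 17605 barcodes. The matrix was written by Cell Ranger 6.1.2, per the file headers, and reads were aligned to GRCh38 (hg38), per the submitters' processing notes. Settings of cell calling, of the assignment of barcodes to oligos and of the aggregation are not given in the sources used here. Barcodes carry suffixes 1 to 6, and within each suffix 1 oligo had the highest count in every barcode, so the deposited barcodes had already been assigned to oligos. Oligos of suffixes 1 to 3 had a median count of 0 in suffixes 4 to 6 and the reverse, which gave the 2 captures. The labels do not say which oligo marked which line.

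Barcodes were kept with at least 1000 UMIs, at least 500 genes and at most 20% mitochondrial UMIs. Doublets were called with Scrublet as implemented in scanpy 1.11.5, per capture, with an expected rate of 0.06. Cells with transcripts of a second line of their pool were also removed. These were cells in which the 50 genes most specific to another line of the pool (CPM of at least 50) reached 25% of that line's own median. Counts were scaled to 10000 per cell and log-transformed. Genes of the 18 result lists (724 listed genes) were left out of the clustering, so that no listed gene defined a cluster. The 2000 most variable of the other genes were reduced to 20 principal components, a graph of 15 neighbours was built, and Leiden clusters were computed with leidenalg 0.10.2 at a resolution of 0.1 and seed 1. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0 and igraph 0.11.9.

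Clusters were matched to lines of their pool by the mean enrichment of 84 marker genes, each line being used 1 time. A cluster took the name "X-like" where it led at least 3 markers of that line at 10 CPM or more and fewer of any other line, which named 5 of the 6 clusters. The BT-474-like cluster had a mean enrichment of 3.08 for its own line and 3.42 for MDA-MB-453, so its name rests on the use of each line 1 time and on the 8 markers it led, against 3 of MDA-MB-453. The remaining cluster led 3 markers of MDA-MB-436 (CDKN2A, UCHL1 and PRAME) but also 3 of the MDA-MB-231 list, with MMP1 of that list among its 10 leading genes, and it is called cluster 5 throughout. The pool composition in the labels leaves MDA-MB-436 for it by elimination only. RB1, which was not on the marker list and was looked up after the clusters were seen, was at 4.30 CPM in cluster 5 and between 34.1 and 82.5 CPM in the other classes.

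Counts were summed per class and expressed as CPM, counts scaled to the library total. A gene was measured where its CPM reached 10 in at least 1 class. Log2 ratios used a pseudocount of 1 CPM. For each list, the median log2 ratio over its measured genes was set against 10000 random lists of the same size, matched on mean expression in 20 bins. Intervals of CPM are exact Poisson intervals, those of shares exact Clopper-Pearson intervals, and those of ratios exact conditional binomial intervals, all at 95% and all covering counting error only. Cells are not replicates, and none of these intervals covers variation between cultures. For shares of cells with a UMI, every cell was thinned to 10000 UMIs, which left out 13 BT-474-like, 30 MDA-MB-453-like, 88 HCC38-like, 29 MDA-MB-231-like, 94 cluster 5 and 29 Hs578T-like cells.

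Within each class, the clustering was repeated, and the resolution was raised from 0.05 in steps of 0.05 until at least 2 clusters held 5% of the cells or more. The 2 largest were compared, subcluster 1 being the larger. Their separation was the mean silhouette width in principal-component space, over at most 2000 cells, beside 4 simulated data sets per class in which every cell was drawn from the class's summed profile at its own depth. Surface genes with a UMI in at least 5% of the cells of either subcluster were ranked by the earth mover's distance between the subclusters, in units of ln(1 + counts per 10000). For BST2 in cluster 5, ESAM in the MDA-MB-231-like class and HLA-B and B2M in the HCC38-like class, cells of subcluster 2 were also each matched to a different cell of subcluster 1 with a mitochondrial share within 0.5 percentage points. A distance of 0.5 and a list median of 0.5 in either direction were the limits for counts.

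Genes named in the text followed a rule of size. Between lines, these were the 2 genes with the largest log2 ratio in each direction in each list, and the 3 surface genes per class with the largest ratio to the next class among those at 50 CPM or more. Between subclusters, these were the 5 surface genes with the largest distance and the 2 genes with the largest ratio in each of the 3 lists with the most distant medians. Some items that this rule takes are not reported here. ESAM and BST2 are also named, between lines and in each class in which at least 5% of the cells of a subcluster had a UMI, because the study is known to have reported them as markers. The lists, markers, rule and comparisons were fixed before the data were examined. Alternatives were other cell filters, no doublet removal, classes from marker scores, another pseudocount, thinning, TMM scaling (edgeR 4.0.16, used for scaling factors only), no filter on low values, lines of 1 pool only, k-means, count splitting, listed genes kept in the clustering, removal of cell-cycle scores and another seed. Classes from the multiplexing oligos, with and without the cell filter, and TMM scaling for the surface genes were added after seeing the data.

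The subcluster step was tested on simulated data, in which 200 of 24881 genes were changed in 30% of 1500 cells drawn from the profile of 1 oligo group. The planted groups were recovered with an adjusted Rand index of 0.986. Genes raised 2-fold had a median fitted log2 ratio of 0.96 and genes raised 4-fold one of 1.95, and 0 unchanged genes passed 2-fold. Gene positions come from GENCODE release 29 (GRCh38) by Ensembl identifier. This annotation matched 34616 of the 36601 gene identifiers and all 40 surface genes named below, and it may not be the release used for alignment.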

Results

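Breast cancer cell lines, 6 in all, were profiled by single-cell RNA sequencing in 2 pools of 3 lines, to ask which surface proteins separate subpopulations within a cancer cell population. BT-474 and MDA-MB-453 are lines of luminal type that carry HER2 alterations, and MDA-MB-231, MDA-MB-436, Hs578T and HCC38 are triple-negative lines. The deposited matrix held 17605 barcodes with 513.7 M UMIs in genes, with a median of 26552 UMIs and 5409 genes per barcode. Total UMIs per oligo group lay between 78.9 M and 97.3 M. The cell filter left 15538 barcodes, 422 of these were removed as doublets or mixed cells, and 15116 cells were analysed. No line was sampled more than 1 time, so every comparison below is between single cultures and all intervals cover counting error only.

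The cells formed 6 clusters, and 15101 of the 15116 cells lay in the cluster that held most cells of their own multiplexing oligo. The MDA-MB-453-like class held 3373 cells or 22.3% of all (95% interval 21.7 to 23.0), the most with this filter, but with a stricter filter it held 1763 cells or 16.8%, fewer than every class but the BT-474-like (204 cells). It led the growth factor receptor gene FGFR4 and TFAP2B. The BT-474-like class (2238 cells) led 8 of its markers, among them the hormone receptor genes ESR1 and PGR. The Hs578T-like class (1894 cells) led 12, among them PRRX1, TWIST1 and COL3A1. The HCC38-like class (2444 cells) led 6, among them the basal keratin KRT5 and SERPINB5, and the MDA-MB-231-like class (2880 cells) led 5, among them IL11 and SPANXB1. Cluster 5 (2287 cells) stayed without a line name. The median mitochondrial share was 14.6% in the BT-474-like class and between 5.85% and 9.85% in the others.

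The luminal lines were compared with the other 4 classes, to describe the lines before looking within them, on the scale of log2(CPM + 1). Both luminal lines were in 1 pool, and all others but MDA-MB-231 were in the other. This comparison therefore cannot tell luminal type from pool. The BT-474-like and MDA-MB-453-like classes had higher luminal transcripts and far lower mesenchymal transcripts than the mean of the other 4, and higher epithelial transcripts, in which the HCC38-like class was close to them. Of 28 measured epithelial genes, 22 were at least 2-fold higher and 1 at least 2-fold lower, with a median log2 ratio of 1.82, and both luminal classes lay above all of the other 4 in 13. Against the mean of the other 5 classes, the epithelial median was 1.00 in the BT-474-like, 1.2 in the MDA-MB-453-like and 0.85 in the HCC38-like class, and between -4.13 and -2.22 in the others. MAL2, a protein of apical transport, was 7.91-fold higher and ESRP2, an epithelial splicing regulator, 7.89-fold higher, while CLDN12 was 2.14-fold lower and CGN 1.05-fold lower. Of 37 mesenchymal genes, 35 were at least 2-fold lower, with a median of -4.90. The actin-binding genes TPM2 and CALD1 were 501-fold and 285-fold lower, whereas TNC and COL12A1 were 1.93-fold and 1.22-fold higher, each in 1 luminal class (TNC at 42.1 CPM in the MDA-MB-453-like and 7.04 CPM in the BT-474-like class, COL12A1 at 1.17 and 62.6 CPM). The luminal list had a median of 2.64 over 22 genes, with the trefoil factors TFF1 and TFF3 156-fold and 141-fold higher and TSPYL5 and BHLHE41 24.5-fold and 7.47-fold lower. All 12 measured genes of the HER2 amplicon at 17q12 were at least 2-fold higher, with IKZF3 at 47.1-fold and ERBB2, which encodes HER2, at 28.4-fold. IKZF3 was at 121 CPM in the BT-474-like class and 1.40 CPM in the MDA-MB-453-like class. ERBB2 was at 809.9 CPM in the BT-474-like class, 153 CPM in the MDA-MB-453-like class and at most 25.3 CPM elsewhere, and in 9 of the 12 genes both luminal classes lay above all of the other 4. Against the mean of the other 5 classes the list had a median of 3.37 in the BT-474-like class and -0.70 in the MDA-MB-453-like class, for which that mean includes the BT-474-like class. The medians of the epithelial, luminal and HER2 lists were at percentile 100 of the matched random lists and that of the mesenchymal list at percentile 0.

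The lists of NF-kB and cytokine genes, interferon genes, metallothioneins and NRF2 targets, YAP and TGF-beta targets and hypoxia genes had lower medians in the luminal lines. The NF-kB and cytokine list had a median of -2.94, with 18 of 21 genes at least 2-fold lower. The cytokine genes IL1B and CXCL1 were 58.8-fold and 22.0-fold lower, with IL1B at 225 CPM in cluster 5 and at most 8.95 CPM elsewhere, and NFKB1 was 1.09-fold higher. The interferon list had a median of -2.21, with 26 of 37 genes lower by 2-fold or more, among them IFIT3 (25.3-fold) and the immunoproteasome gene PSMB9 (24.3-fold). IRF7 was 5.05-fold higher, at 36.2 CPM in the MDA-MB-453-like class but 2.96 CPM in the BT-474-like class, and USP18 1.79-fold higher, with its highest level in the HCC38-like class. Metallothioneins and NRF2 targets had a median of -2.16, with AKR1C1 163-fold and MT1E 102-fold lower and PGD 1.35-fold higher. Targets of YAP and TGF-beta had a median of -1.02, with INHBA 67.9-fold and TGFB2 22.7-fold lower and ID2 and ARHGEF17 6.48-fold and 2.03-fold higher. Against the mean of the other 5 classes this median was -1.72 in the BT-474-like and -1.53 in the MDA-MB-453-like class, but also -1.57 in cluster 5. The hypoxia and glycolysis list had a median of -0.84, with SLC16A3 and ADM 16.6-fold and 13.7-fold lower and EGLN3 and INSIG2 22.8-fold and 2.92-fold higher. Against the mean of the other 5 it was -1.12 in the BT-474-like class, while the MDA-MB-453-like class (-0.29) was level with the HCC38-like class (-0.27). The surface protein list had a median of -1.77, with 114 of 189 genes at least 2-fold lower and 26 higher. The 4 measured genes of normal fibroblasts and endothelium had a median of -3.50. LUM was 33.9-fold and COL1A1 13.7-fold lower. COL1A1 was at 14.1 and 16.7 CPM in the luminal classes, 833.5 CPM in the Hs578T-like class and 1.73 to 42.8 CPM in the others, and the Hs578T-like class held the highest level of this list, with a median of 5.14 against the other 5 classes. No gene of the immune list reached 10 CPM in any class.

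The G2/M list had a median of -0.69, with CDCA3 and AURKB 4.05-fold and 3.31-fold lower and CBX5 and CTCF 2.14-fold and 1.73-fold higher. The G1/S list had a median of -0.09, with TYMS and CLSPN 2.38-fold and 2.29-fold lower and UBR7 and CCNE2 1.74-fold and 1.59-fold higher. The luminal classes lay apart in these lists. Against the mean of the other 5 classes, the G1/S median was -0.89 in the BT-474-like class, the lowest of the 6, and 0.51 in the MDA-MB-453-like class, the highest, and the G2/M medians were -1.09 and -0.27. The unfolded protein list had a median of -0.54, with SLC7A11 and PSAT1 6.14-fold and 2.97-fold lower and TRIB3 and SEL1L 2.81-fold and 2.01-fold higher. Against the MDA-MB-231-like class alone, the only other class of the same pool, this median was 0.08. Heat shock and immediate early genes had a median of 0.27, with BTG2 20.8-fold and KLF2 7.12-fold higher and BAG3 and HSPB1 2.27-fold and 1.68-fold lower. Set against the other 5 classes, this list was at 0.28 in the MDA-MB-453-like but -0.05 in the BT-474-like class. Cluster 5 was at 0.15, and the remaining classes lay between -0.51 and -0.05. Cholesterol synthesis had a median of -0.03, with TM7SF2 18.4-fold and SREBF2 1.68-fold higher and STARD4 and ACAT2 3.80-fold and 1.81-fold lower. The p53 targets had a median of -0.05, with TP53INP1 and SUSD6 6.54-fold and 4.55-fold higher and BTG3 and TP53I3 3.79-fold and 2.02-fold lower. Both luminal classes lay above all of the other 4 in 18 of the 28 genes named here as higher, and below all 4 in 24 of the 30 named as lower. Over all 10933 measured genes the median log2 ratio was -0.21. TMM scaling moved this median up by 0.12, and with it the medians of the G1/S, cholesterol and p53 lists were 0.02, 0.08 and 0.06. Both luminal classes lay above all of the other 4 in 1198 genes (10.96%) and below all 4 in 2124 genes (19.4%), where unrelated classes would give 6.67% in each direction.

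**Figure D1:**
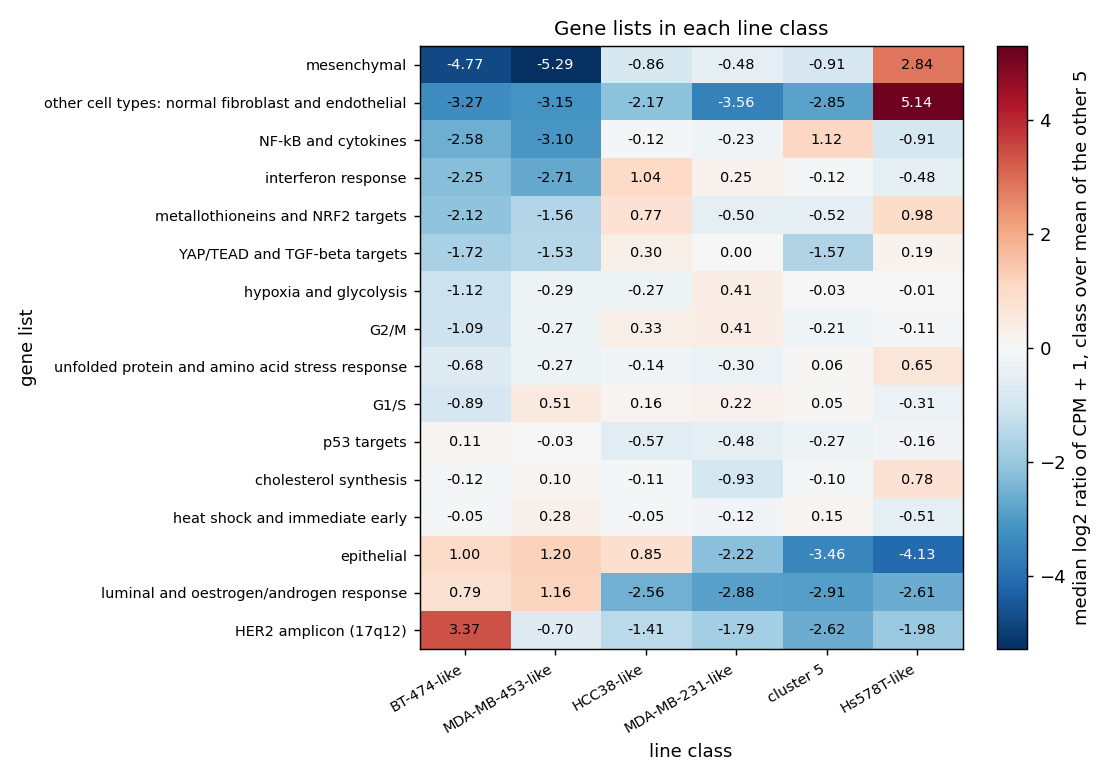
Median log2 ratio of CPM + 1 of each gene list (rows) in each line class (columns) against the mean of the other 5 classes, with the value in each cell. The mesenchymal list stands at -4.77 and -5.29 in the luminal classes and at 2.84 in the Hs578T-like class, and the HER2 list at 3.37 in the BT-474-like class.

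Each class was then compared with the next highest class for the genes of surface proteins, to see which of them belong to 1 line. Of 189 measured surface genes, 109 reached 50 CPM in a class, and 12 of these were at least 4-fold above the next class on the scale with the pseudocount. THY1, a glycoprotein of fibroblasts and neurons, was at 816 CPM in the Hs578T-like class and 7.94 CPM in the next class. ITGA11 and ITGA5, which encode collagen and fibronectin receptor subunits, were 53.9-fold and 6.62-fold above the next class there, and CDH2 and CADM1 also passed 4-fold. CEACAM6 (56.8 against 1.63 CPM) and PSCA (79.9 against 6.15 CPM) passed it in the BT-474-like class, where CD24 was 2.80-fold above the next. In the HCC38-like class CDH3, which encodes P-cadherin, was at 62.1 against 5.21 CPM and ITGB6 at 52.2 against 5.35 CPM, and SDC4 was 2.87-fold above the next. IL1R1 was at 238 against 21.4 CPM in the MDA-MB-453-like class, where TSPAN15 and PLXNB2 were 2.91-fold and 2.13-fold above the next. CD74, the invariant chain of class II antigen presentation, was at 74.4 against 1.18 CPM in the MDA-MB-231-like class, where ITGA6 and SLC2A1 were 3.55-fold and 3.02-fold above the next. IL13RA2 was at 82.1 against 0.87 CPM in cluster 5, where LTBR and LAMP1 were 2.43-fold and 2.09-fold above the next. ESAM was at 21.9 CPM in the MDA-MB-231-like class and at most 1.52 CPM elsewhere. BST2 was at 377.5 CPM in the MDA-MB-453-like class, 219 CPM in the MDA-MB-231-like class, 106 CPM in cluster 5 and at most 5.82 CPM elsewhere. Without the cell filter 7 genes passed, with the Hs578T-like name on 208 cells and that of cluster 5 on 1911 cells, 4 of which carried its oligo, and 12 passed with classes from the oligos in addition.

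**Figure D2:**
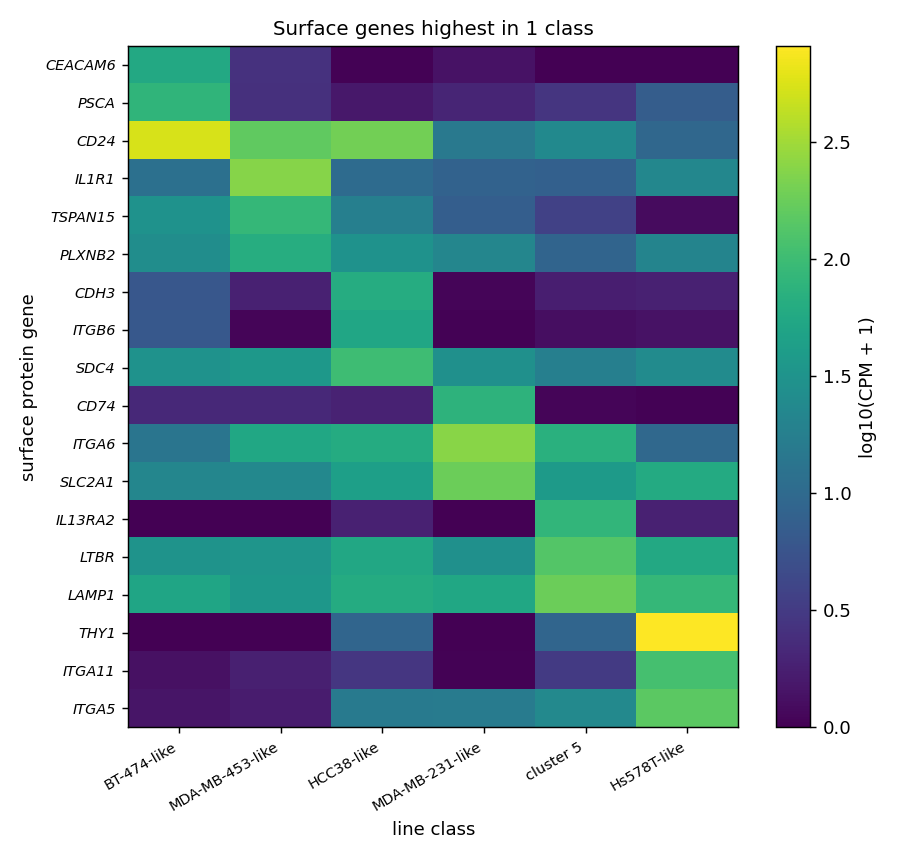
Expression of the 3 surface genes per class with the largest ratio to the next class (rows) in the 6 line classes (columns), as log10(CPM + 1). THY1 is near the top of the scale in the Hs578T-like class only, and CD24 is highest in the BT-474-like class but also present in the MDA-MB-453-like and HCC38-like classes.

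Within each class, 2 subclusters were sought without the listed genes. Every class split at a resolution between 0.05 and 0.15, whereas the simulated homogeneous classes needed 0.3 to 0.55. The silhouette width was above all 4 simulated values in 3 classes. It was 0.285 in the BT-474-like class (highest simulated value 0.05), 0.213 in the MDA-MB-453-like class (0.06) and 0.162 in the MDA-MB-231-like class (0.04). It was 0.09 in the HCC38-like class (simulated 0.58 to 0.69), 0.22 in cluster 5 (simulated 0.16 to 0.72) and 0.09 in the Hs578T-like class (simulated -0.03 to 0.11). In the HCC38-like class and cluster 5, homogeneous cells thus reached widths of 0.69 and 0.72. The width therefore cannot decide there whether the subclusters are separated, and it does not count against their splits.

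The MDA-MB-231-like class held 1907 cells in subcluster 1 and 973 in subcluster 2. ESAM (ENSG00000149564, chromosome 11, 124752583 to 124762290, minus strand, protein coding), an adhesion molecule of endothelial tight junctions, was at 5.53 CPM in subcluster 1 and 55.6 CPM in subcluster 2, a ratio of 10.1 (95% interval 8.88 to 11.4). At 10000 UMIs per cell, 4.15% and 42.0% of the cells had an ESAM UMI, beside 0.81% to 1.12% in the other classes of the pool, and without thinning 12.2% and 69.4%. By earth mover's distance ESAM ranked 9th, at 0.34. The largest distances were those of HLA-B, a class I antigen presentation gene (0.57, ratio 0.568), ITGA2, a collagen receptor subunit (0.51, ratio 2.51), the complement regulator CD59 (0.47, ratio 1.90), LY6E (0.46, ratio 0.630) and SLC3A2 (0.40, ratio 0.549). HLA-B overlaps HLA-C on the same strand in the annotation, and reads may be split between these similar genes. BST2 was at 234 and 187 CPM, and the median mitochondrial share was 6.54% and 5.79%. Epithelial genes were higher in subcluster 2, with a list median of 0.70 over 13 genes, MAL2 at a ratio of 5.11 (4.57 to 5.71) and SPINT2 at 2.01. The luminal list had a median of 0.55 over 10 genes, with AGR2 at 7.86 and the transcription factor gene SPDEF at 5.43. The list of metallothioneins and NRF2 targets had a median of -0.41 over 17 genes, with AKR1C1 at a ratio of 0.218 and AKR1C3 at 0.392. The interferon list had a less distant median of 0.30 over 27 genes. Of these, 10 were at least 2-fold higher in subcluster 2 and 0 at least 2-fold lower. The interferon median was -0.05 with k-means and -0.09 with cell-cycle scores regressed out.

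Cluster 5 held 1491 and 599 cells in its subclusters and 197 in a further cluster that was not compared. BST2 (ENSG00000130303, chromosome 19, 17402939 to 17405648, minus strand, protein coding), an interferon-inducible protein that tethers virions to the cell surface, had the largest distance, 1.08. It was at 15.9 CPM in subcluster 1 and 345 CPM in subcluster 2, a ratio of 21.8 (20.2 to 23.4). At 10000 UMIs, 5.19% and 67.0% of the cells had a BST2 UMI, beside 1.34% to 5.43% in the other classes of the pool, and without thinning 9.86% and 73.0%. IL13RA2 (distance 0.38, ratio 0.263), the amino acid transporter gene SLC7A5 (0.32, ratio 0.435), TNFRSF12A (0.30, ratio 0.644) and TM4SF1 (0.30, ratio 0.533) were lower in subcluster 2. TNFRSF12A lies on 16p, whose genes deviated by -0.49 from the median log2 ratio of all genes. Metallothioneins and NRF2 targets had a median of -0.70 over 17 genes, with AKR1C1 at a ratio of 0.0737 and SRXN1 at 0.481. The interferon list had a median of 0.39, with ISG20 at 4.43 and IFIT2 at 3.54, and the epithelial list one of 0.31 over 8 genes, with RBM47 at 0.440 and KRT8 at 1.84. The median mitochondrial share was 8.35% in subcluster 1 and 6.20% in subcluster 2. Other cells were separated by k-means, which set 104 cells, none of them from either subcluster, against 2183 (BST2 log2 ratio -0.08). With the cell filter left out and classes taken from the oligos, 529 cells were set against 2267 (-2.26), and the filter removes 490 of the 529.

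**Figure D3:**
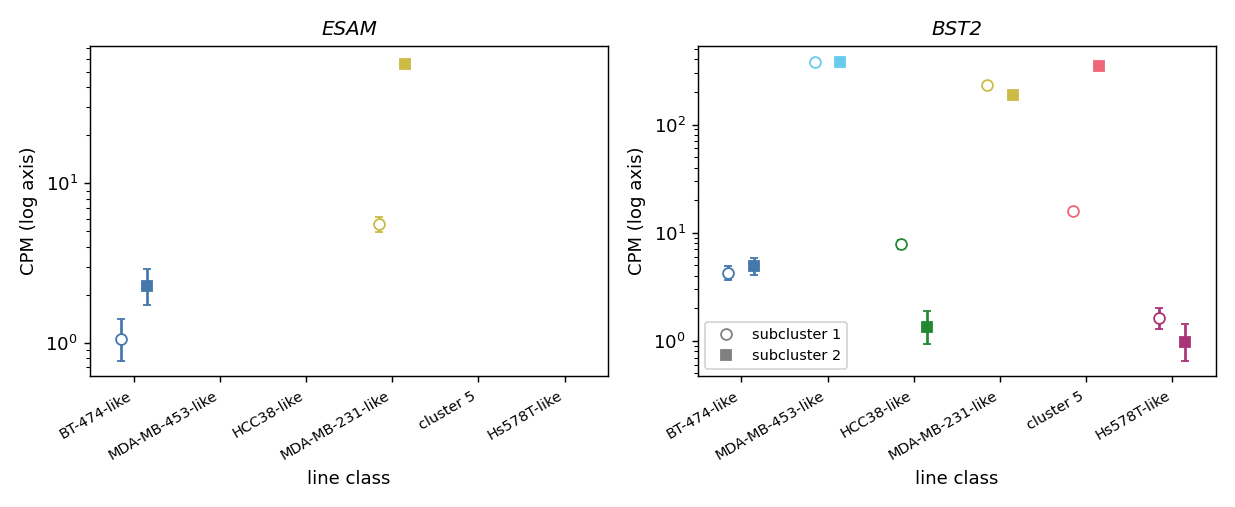
CPM of ESAM (left) and BST2 (right) on log axes in subcluster 1 (open circles) and subcluster 2 (filled squares) of each line class, with 95% Poisson intervals. Classes in which under 5% of the cells of both subclusters had a UMI are not drawn; ESAM stands at 5.53 and 55.6 CPM in the MDA-MB-231-like class and BST2 at 15.9 and 345 CPM in cluster 5.

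In the HCC38-like class, subcluster 2 (640 cells, beside 1726 in subcluster 1 and 78 not compared) had lower class I antigen presentation transcripts. HLA-B was at 733 CPM in subcluster 1 and 239 CPM in subcluster 2 (distance 0.87, ratio 0.326, 0.317 to 0.335). B2M (chromosome 15, 44711487 to 44718877), the light chain of class I molecules, was at 1487 and 638 CPM (distance 0.73, ratio 0.429, 0.422 to 0.436). CD24 (distance 0.49, ratio 0.337) and F3, the tissue factor gene (0.44, ratio 0.215), were also lower, and CD320 was higher (0.42, ratio 2.25). B2M lies on 15q and CD320 on 19p, whose genes deviated by -0.38 and 0.35 from the median log2 ratio of all genes. The interferon list had a median of -0.75 over 33 genes, with EPSTI1 at a ratio of 0.198 and IFITM3 at 4.46. YAP and TGF-beta targets had a median of -0.44, with ANKRD1 at 0.0293 and CCN2 at 0.237. The list of metallothioneins and NRF2 targets had one of -0.42 over 21 genes, with AKR1C1 and AKR1C2 both at 0.124. BST2 was at 7.80 and 1.35 CPM, and the median mitochondrial share was 5.5% and 6.90%. K-means gave another split, with 51.3% of the cells in the same subcluster and a G2/M median of -2.36. Its subcluster 2 held 738 cells of subcluster 1 and 226 of subcluster 2. HLA-B, B2M, CD24, BST2 and the interferon list were higher there and CD320 lower. These directions do not bear on the subclusters described here.

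In the Hs578T-like class (1273 and 621 cells) no surface gene reached a distance of 0.5. The tetraspanin genes CD81 and CD151 had distances of 0.37 and 0.35 and ratios of 1.62 and 1.57. Both lie on 11p, the arm that deviated most in this class, with a median log2 ratio 0.42 above that of all genes. HLA-B, HLA-C and ITGA5 had ratios of 1.52, 1.49 and 1.57. Cholesterol synthesis had a median of -0.35, with EBP at a ratio of 0.206 and SQLE at 0.539. The NF-kB list had a median of 0.29, with IL1B at 4.27 and CXCL8 at 0.638, and the 4 fibroblast and endothelial genes one of 0.57, with EGFL7 at 1.76 and DCN at 1.54. BST2 was at 1.62 and 0.979 CPM. The direction of ITGA5 turned with k-means, in a split with a G2/M median of -1.83. The k-means subcluster 2 held 540 cells of subcluster 1 and 284 of subcluster 2. With another seed, subcluster 1 held 764 cells in place of 1273, and the G2/M median was -0.53 in place of -0.13. Subcluster 2 then held 629 cells, 616 of them from subcluster 2 here. With listed genes kept in the clustering, the adjusted Rand index with this split was 0.30. Without doublet removal, 141 cells (10 of subcluster 1 and 2 of subcluster 2) were separated from 1928, and with the cell filter left out and classes taken from the oligos, 268 cells were separated, 265 of which the filter removes, so neither split compares the subclusters described here.

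The subclusters of the luminal classes followed the cell cycle. In the BT-474-like class (1535 and 703 cells), 49 of 51 G2/M genes and 39 of 41 G1/S genes were at least 2-fold higher in subcluster 2, with medians of 3.09 and 2.30. The mitotic genes UBE2C and NDC80 had ratios of 28.4 and 33.5, and the replication genes RRM2 and EXO1 16.4 and 26.6. The interferon list had a median of -0.23, with IFIH1 at 0.627 and SP100 at 0.734. ESAM was at 1.05 and 2.25 CPM and BST2 at 4.25 and 4.87 CPM. In the MDA-MB-453-like class (2923 and 450 cells), 49 of 52 G2/M genes were at least 2-fold higher, with HMMR at 10.2 and GAS2L3 at 9.57. The G1/S list had a median of -0.86 there, with DTL at 0.187 and MCM5 at 0.231, and cholesterol synthesis one of 0.39, with MVK at 1.79 and INSIG1 at 1.72. BST2 was at 378 and 376 CPM. The distances of surface genes were at most 0.25 in the BT-474-like class, where TSPAN13, LY6E and TNFRSF12A had ratios of 1.40, 1.28 and 1.21 and PSCA and CLDN3 0.513 and 0.642. PSCA was at 98.8 and 50.7 CPM (95% interval of the ratio 0.482 to 0.545). In the MDA-MB-453-like class they were at most 0.24, with TM4SF1 and CD164 at ratios of 1.43 and 1.31 and TFRC and CD63 at 0.796 and 0.854. With cell-cycle scores regressed out, other cells were separated, and the G1/S median was -0.55 in the BT-474-like class and 0.10 in the MDA-MB-453-like class, where TM4SF1 was lower. The G1/S median of the MDA-MB-453-like class was also positive without the cell filter, without doublet removal, with listed genes kept and with k-means. The first 3 of these separated other cells, with 11, 0 and 9 of the 450 cells in their subcluster 2, whereas that of k-means held 442 of the 450 and 965 cells of subcluster 1.

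**Figure D4:**
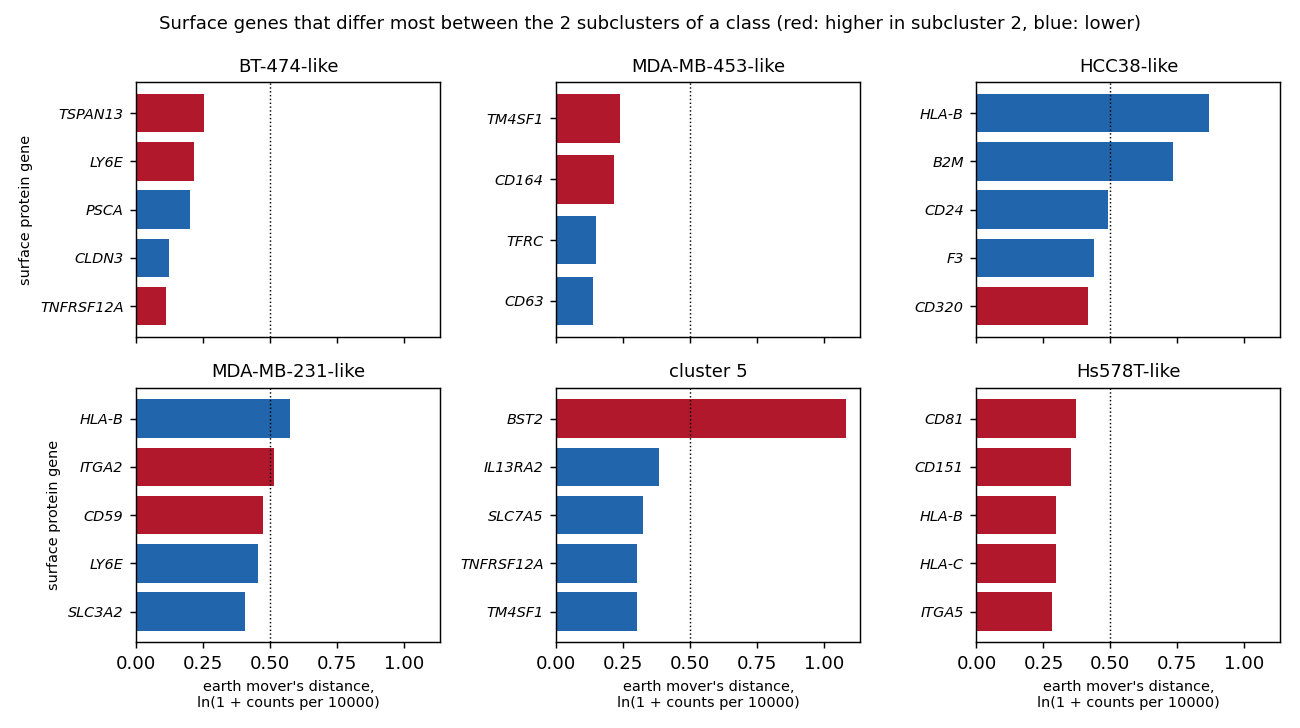
Earth mover's distance between the 2 subclusters of each class, in ln(1 + counts per 10000), for up to 5 surface genes with the largest distances; red bars are genes higher in subcluster 2, blue bars lower, and the dotted line marks 0.5. BST2 in cluster 5 (1.08) and HLA-B and B2M in the HCC38-like class (0.87 and 0.73) lie past the line, and no gene of the luminal classes reaches it.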

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

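The tests of free RNA, of doublets, of mitochondrial share and depth and of 6p and 15q taken singly were chosen after the results were seen, and the other tests of chromosome arms before. The design names no group to set against the technical explanations. The biological hypotheses tested were a copy-number difference between subclones and, in the HCC38-like class, loss of chromosome arms.

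The 6 oligos that mark no group of barcodes held 1450 UMIs in all, above the limit that a count of 0 allows. The cell filter left out 23.36% of the barcodes of the BT-474-like oligo (690 of 2954, 95% interval 21.8 to 24.9), which were in the deposited matrix but were left out of the main comparisons and entered those without the filter. Transcripts of 2 lines of a pool were found in 404 cells that passed the filter, 242 of which Scrublet also called.

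BST2 was 21.8-fold higher in subcluster 2 of cluster 5. Free RNA was argued against, since the highest BST2 level in another class of the pool was 5.82 CPM, beside 345 CPM in subcluster 2, and doublets by a ratio of median UMIs of 0.966. The median mitochondrial share was 8.35% in subcluster 1 and 6.20% in subcluster 2, but in 574 pairs of cells matched on it the log2 ratio of BST2 was 3.89, which argues against this share as the whole cause. A copy-number difference between subclones stays open as a hypothesis: the largest deviation of a chromosome-arm median was 0.588 in size on the log2 scale (7p, lower), and the spread of arm medians was above all 1000 shuffles of genes. The arm of BST2 itself, 19p, deviated by 0.07, and genes of the arms also entered the clustering.

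ESAM was 10.1-fold higher in subcluster 2 of the MDA-MB-231-like class. The highest level in another class of the pool was 1.52 CPM, and the ratio of median UMIs was 0.967, which argue against free RNA and doublets. In 972 pairs of cells matched on mitochondrial share the log2 ratio was 2.93, which argues against that share as the whole cause. The spread of arm medians was again above all 1000 shuffles, with a largest deviation of 0.449 (12p, higher), so a copy-number difference between subclones may accompany the split. The arm of ESAM, 11q, deviated by -0.02.

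HLA-B and B2M were lower in subcluster 2 of the HCC38-like class. The median mitochondrial share was higher there, at 6.90% beside 5.5%, but with each of its 640 cells matched on this share to a cell of subcluster 1 the log2 ratios were -1.62 and -1.18, which argues against it, as a ratio of median UMIs of 1.14 does against lower depth. Loss of both arms that carry these genes was set to be tested by genes of 6p and 15q pooled, without HLA genes and B2M, whose median of -0.259 lay between the values set for loss and for its absence, so this planned test was undecided; what follows rests on the arms taken singly. Relative to all genes, those of 6p, the arm of HLA-B, had a median of -0.0348 (95% interval over genes -0.09 to 0.03), which argues against loss of 6p as the cause for HLA-B and so against loss of both arms. Those of 15q, the arm of B2M, were lower, with a median of -0.382 (-0.43 to -0.34), but 9 of 202 were as low as B2M at -1.21, which argues against loss of 15q as the whole cause for B2M and leaves open, as a hypothesis, a copy-number difference between subclones that adds to it (largest arm deviation 0.382 in size, on 15q).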

How the results depend on the processing

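The alternatives that use the oligos as classes, and TMM scaling of the surface genes, were chosen after seeing the data. No paired analysis was possible because the series holds 1 aggregated matrix with no replicates. The epithelial, mesenchymal and HER2 medians kept their direction under every alternative run (1.29 to 3.04, -5.48 to -2.83 and 2.10 to 3.13), and so did ESAM in the MDA-MB-231-like class (3.04 to 3.41, the latter with cells thinned before clustering). The number of classes with a silhouette width above all values simulated for the main setting was 3 or 4. No cells were simulated for the alternatives, so this count does not test separation in them. Of the values leading a comparison, 82 stayed the same, 17 moved and 3 reversed, and of the others, 567 stayed the same, 170 moved and 40 reversed. These counts include values from splits that separated other cells. Depth set half-widths of 0.02 to 0.13 on the log2 ratios of the genes named between lines. The causes of changes were not tested, beyond the counts of cells given.

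The MDA-MB-453-like share of 22.3% was 20.2% without the cell filter, 16.8% with the stricter filter, 24.2% with marker scores and 21.3% with the filter left out and oligo classes. BST2 in cluster 5 (log2 ratio 4.36) was 4.07 with the stricter filter, 4.04 with oligo classes, 4.01 with listed genes kept, 4.16 with count splitting and 4.21 with cell-cycle scores regressed out, but -0.083 with k-means, where none of the 104 cells set apart came from either subcluster.

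Without the cell filter, the name of cluster 5 fell on 1911 cells of which 4 carried its oligo, and the Hs578T-like name on 208 cells, so values of these classes came from other cells: BST2 -0.058, IL13RA2 0.89, SLC7A5 0.46 and TNFRSF12A 0.17 in cluster 5, and CD151 -0.65, HLA-B -0.63, HLA-C -1.51, ITGA5 -1.22 and the fibroblast list -0.51 in the Hs578T-like class. In the MDA-MB-453-like class TM4SF1 was -0.31 and the G1/S list 1.41. Surface genes between lines numbered 7 in place of 12 (12 with oligo classes), surface genes between subclusters 9 in place of 5, and lists 24 in place of 9. With oligo classes in addition, these last counts were 61 and 31, but most cells set apart were ones the filter removes (490 of 529 in cluster 5, 265 of 268 in the Hs578T-like and 204 of 206 in the MDA-MB-453-like class), so these values do not bear on the subclusters: BST2 in cluster 5 was -2.26 and SLC7A5 0.19. CD81 was -1.80, CD151 -1.21, HLA-B -1.58, HLA-C -1.38 and the fibroblast list -1.03 in the Hs578T-like class, and G2/M -0.90 in the MDA-MB-453-like class.

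Without doublet removal, TM4SF1 (-0.31) and G1/S (1.38) reversed in the MDA-MB-453-like class, and CD81 (-0.11), CD151 (-0.40), ITGA5 (-0.55) and the fibroblast list (-0.83) in the Hs578T-like class, where 141 cells were separated, 10 of subcluster 1 and 2 of subcluster 2. With listed genes kept, TM4SF1 was -0.34 and G1/S 1.55 in the MDA-MB-453-like class. With k-means, 8 surface genes and 16 lists passed. G1/S was 0.78 in the MDA-MB-453-like class, TNFRSF12A 0.62 in cluster 5 (104 cells) and ITGA5 -0.23 in the Hs578T-like class. In the HCC38-like class HLA-B was 0.16, B2M 0.23, CD24 0.67, CD320 -0.32, BST2 0.65 and the interferon list 0.40. The k-means subcluster 2 held 738 cells of subcluster 1 and 226 of subcluster 2 there (adjusted Rand index -0.007). These signs therefore do not bear on the subclusters of the HCC38-like class. ESAM in the BT-474-like class was -0.65 with the stricter filter (204 cells) and -0.21 with cell-cycle scores regressed out. The latter also gave G1/S -0.55 there, and TM4SF1 -0.14 and G1/S 0.10 in the MDA-MB-453-like class. Against the line of the same pool only, the unfolded protein list was 0.077. In that setting the 3 leading values stayed the same, and of the others 9 stayed the same, 2 moved and 1 reversed.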

Other observations

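Genes outside the lists also differed between subclusters; these were chosen after their values were seen. In the Hs578T-like class, the neurofilament gene NEFL was at 12.4 CPM in subcluster 1 and 236 CPM in subcluster 2, SERPINB2 at 7.45 and 136 CPM, and the smooth muscle genes ACTG2 and CNN1 at 165 and 532 CPM and at 20.8 and 72.9 CPM. In the MDA-MB-231-like class, the trypsinogen gene PRSS2 was at 1.65 and 62.6 CPM, the cystatin gene CST1 at 4.69 and 78.7 CPM, SOX4 at 7.08 and 51.0 CPM and KRT81 at 79.9 and 340.3 CPM, while THBS1, which encodes thrombospondin, was at 372.5 and 124 CPM.

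In the HCC38-like class, the apolipoprotein gene APOE was at 127 and 9.39 CPM and IGFBP3 at 230.3 and 36.8 CPM, while the EGF receptor ligand genes AREG and EREG were at 133 and 438 CPM and at 42.8 and 140.1 CPM. In cluster 5, the cytidine deaminase gene CDA was at 82.9 and 6.43 CPM, the collagenase gene MMP1 at 52.5 and 5.65 CPM and FBXO32 at 266 and 41.3 CPM, while HMGB1 was at 535.5 and 1391 CPM.

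MTAP was at 0.31 CPM in the MDA-MB-231-like class and between 7.04 and 46.3 CPM in the others. In the MDA-MB-453-like and BT-474-like classes, the spread of chromosome-arm medians between subclusters was at percentiles 88.7 and 97.5 of the shuffles, with largest deviations of 0.09 (12p) and -0.09 (8q). In the Hs578T-like class it was above all 1000 shuffles, with a largest deviation of 0.42 (11p).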
